A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Many Saccharomyces cerevisiae Cell Wall Protein Encoding Genes Are Coregulated by Mss11, but Cellular Adhesion Phenotypes Appear Only Flo Protein Dependent" (2012).

How the data were processed

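RNA from Saccharomyces cerevisiae of the strains Σ1278b and S288c was measured on 12 Affymetrix yeast arrays, 1 culture per array. The authors deposited RMA signal intensity on a linear scale, which they had background corrected and quantile normalized across the arrays with 1 value per probe set. The RMA version was not given in the sources used here. The design had assumed log2 values, so the log2 of each deposited intensity was taken, and no pseudocount was needed because every value was above 0. The labels call the arrays biological replicates, so the limma p-values of single genes after FLO11 overexpression measure the spread between cultures. The p-values of gene lists from camera, described below, compare the genes of a list with other genes. They do not rest on the spread between cultures alone. The number of arrays limits the precision of each value.

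The arrays also carry probe sets for Schizosaccharomyces pombe, a fission yeast absent from these cultures. Of the 10928 probe sets, 5498 belonged to exactly 1 S. cerevisiae gene in the array annotation and covered 5449 genes, with 12 symbols updated through a current gene table. A further 1747 probe sets were listed under genes that are not in the S. cerevisiae gene table and were taken as S. pombe. The remaining 3683 were not listed. The single probe set that carried several gene symbols was listed and not among the 5498, so it fell with the 1747. Only the 5498 probe sets entered the comparisons. The 95th percentile of the S. pombe probe sets of an array served as its background level. In total, 128 probe sets had a suffix marking probes shared between related genes, and 47 genes had more than 1 probe set, of which the one with the highest mean over all 12 arrays represented the gene. FLO5 and HXT6 had no probe set of their own, and no probe set was listed under TRP1 or the genes of the two-micron plasmid, so none of these is reported.

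Groups were taken from the sample labels. The Σ1278b wild type with replicate numbers 1 to 3 (the first set) was compared with the 3 FLO11 overexpression arrays. The second set held 1 array each of the Σ1278b wild type, FLO8 overexpression, MSS11 overexpression, the mss11 deletion, the S288c wild type and S288c with MSS11 overexpression. The FLO11 comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the 5498 probe sets and a threshold of 0.05 on the adjusted p. Single arrays were compared without a test. A probe set was called different at an absolute log2 difference of 1 or more, which is 2-fold, where its brighter array lay above the background level of that array. Genes of single-array comparisons are described as higher or lower in those terms.

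There were 32 gene lists. For the FLO11 comparison they were tested with limma's camera at its preset inter-gene correlation of 0.01, with 1 probe set per gene, Benjamini-Hochberg adjustment over the lists and a minimum of 4 measured genes. Camera with an estimated correlation and fry were run beside it. Fry asks whether the genes of a list moved, on balance, one way, and makes no comparison with other genes. In single-array comparisons the median difference of a list was ranked among 10000 random lists of the same size, matched on mean level in 20 bins. Lists of flocculins and of TIR and DAN mannoproteins, and in part those of hexose transporters, pheromone-induced and mating genes and Ehrlich pathway genes, were drawn up from genes the study picked on these arrays among others. The list of filamentous growth regulators also holds the manipulated genes MSS11 and FLO8, and HMS1 and YAP6, which the study names. Overlaps of comparisons were set against the number that independent lists of the same sizes would share. Where 2 comparisons used the same wild type array, 100 draws of unchanged arrays against a common control were simulated.

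Genes named in the text followed a fixed rule. They were FLO11, MSS11 and FLO8, the genes the study names, the 12 largest rises and 12 largest falls past the threshold after FLO11 overexpression, the 10 largest differences each way of every single-array comparison, and up to 4 members of each list by absolute difference. Any other gene was chosen after its values were seen. The groups, tests, thresholds, gene lists, naming rule and alternatives were fixed before the data were examined, except the counts without a-specific and pheromone-induced genes, which were added afterwards.

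Alternatives for the FLO11 comparison were a fit over all 12 arrays, replicate number as a block, the wild type of both sets together, quantile normalization again within the 6 arrays, centring of each array on its median, all probe sets of the array, a filter on dim probe sets, eBayes with trend and robust options, a 2-fold minimum, 1 probe set per gene, and each array left out in turn. For single arrays they were a limma fit over all 12 arrays that pooled the spread of the replicated groups, a log2 threshold of 1.5, no background rule, renormalization within the second set, centring, 1 probe set per gene, and the wild type of the first set as control. The limma procedure was tested on simulated data with 5498 probe sets and 3 arrays per group. It recovered 92.5% of 67 probe sets changed by a log2 difference of 0.5 and 100% of those changed by 1 or 2, with 10 false calls. Matplotlib 3.10.9 drew the plots. Unnamed probe sets and those taken as S. pombe were left out because they could not be assigned to a yeast gene of these cultures, and the unnamed ones were examined separately.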

Results

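Transcript levels were measured in 12 cultures of 2 laboratory yeast backgrounds, the invasive and filamentous strain Σ1278b and the reference strain S288c, grown at 30 °C in 5 ml of medium with 2% glucose. The arrays fell into 8 groups. There were 3 arrays each of a Σ1278b wild type and of Σ1278b overexpressing FLO11, the gene of an adhesin that coats the cell surface. The other 6 groups had 1 array each and no replicates in this series: a second Σ1278b wild type, Σ1278b overexpressing FLO8, Σ1278b overexpressing MSS11, Σ1278b without MSS11, the S288c wild type and S288c overexpressing MSS11. FLO8 and MSS11 encode transcription factors that activate FLO11. The median log2 signal of S. cerevisiae probe sets lay between 10.72 and 10.84 on the 12 arrays, and 97.4 to 98.5% of these probe sets were above the background level of 4.77 to 4.90. Of the 5498 probe sets, 0 to 7 differed at least 2-fold between any 2 replicates of a group (6 pairs, r across probe sets 0.997 to 0.998). Between the wild types of the 2 sets, which carry the same strain name, 78 to 94 differed at least 2-fold (3 pairs, r 0.986 to 0.988). These wild types also differed in the marker genes URA3 and LEU2. Their gap, and values against the first wild type, therefore do not measure the spread between arrays alone.

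The manipulated genes followed the sample labels. FLO11 had a log2 signal of 12.14 ± 0.17 in the first wild type and 14.85 ± 0.04 in the FLO11 overexpression group (mean ± SD, n = 3 each). In the second set it was 11.64 in the Σ1278b wild type, 14.27 with extra MSS11, 14.19 with extra FLO8 and 8.73 without MSS11. In S288c, FLO11 stood at percentile 9.68 of its array in the wild type and 89.5 with extra MSS11, at signals of 8.03 and 13.10. MSS11 signal was 8.22 in the Σ1278b wild type, 12.29 with the overexpression plasmid and 6.87 in the deletion, still above background. In S288c it was 8.49 and 11.45. FLO8 signal was 10.34 in the wild type and 14.65 in its overexpression array. Marker genes separated the sets as well. URA3 lay between 8.40 and 8.71 in the first set and above 14.3 in Σ1278b of the second set, while LEU2 lay between 14.7 and 15.0 in the first set, between 12.9 and 14.3 in Σ1278b of the second set, highest in the deletion, in which LEU2 had replaced MSS11, and at 7.06 and 7.40 in S288c. HIS3 was at 13.23 and 12.97 in S288c, and LYS2, a lysine synthesis gene, was at 3.70 and 4.21 there, which is below background. The labels give the Σ1278b strain as deleted for LEU2, so the LEU2 signal of the second wild type (13.04) and of the FLO8 and MSS11 arrays does not follow from the stated genotype.

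**Figure D1:**
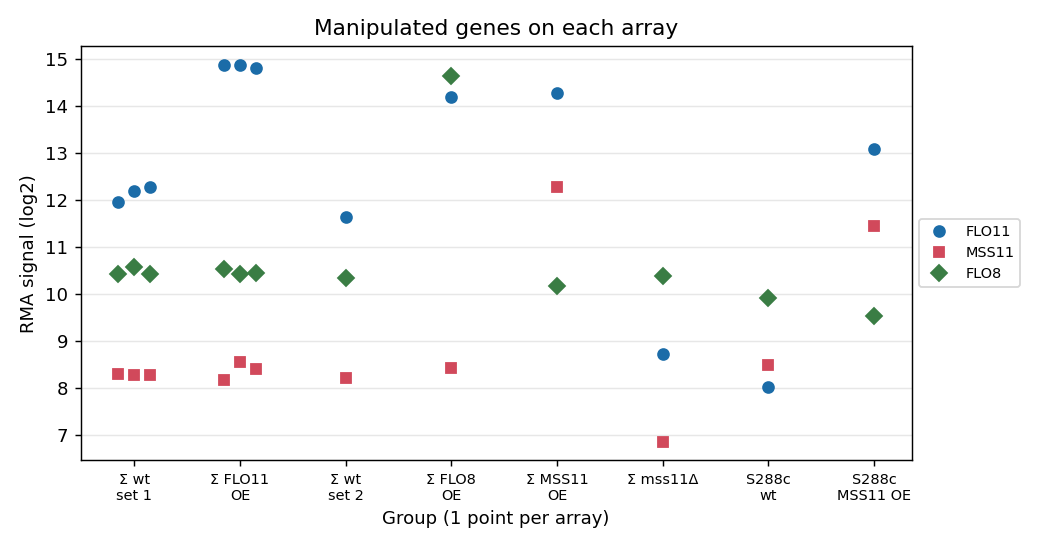
The log2 RMA signal of FLO11 (circles), MSS11 (squares) and FLO8 (diamonds) is plotted for each of the 8 groups, 1 point per array. FLO11 ran from 8.03 in the S288c wild type to 14.88 on an array with FLO11 overexpressed, MSS11 was highest at 12.29 in Σ1278b with extra MSS11, and FLO8 was highest at 14.65 in the array overexpressing it.

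The first comparison asked how far high levels of FLO11 alone change the transcripts of Σ1278b. FLO11 itself rose 6.57-fold (log2 2.72, SE 0.08, limma adjusted p = 2.15e-05, n = 3 arrays per group). The largest rise was that of ADH2, the glucose-repressed alcohol dehydrogenase gene that lets cells consume ethanol, which rose 8.51-fold (log2 3.09, SE 0.41, adjusted p = 0.00854), and HSP12, a small membrane-protecting stress protein, rose 4.33-fold (log2 2.11, SE 0.17, adjusted p = 0.00116). SIP18, an osmotic stress gene, rose by a log2 difference of 2.11 and PDC5, a minor pyruvate decarboxylase, by 1.74. NCA3, a member of the SUN gene family, rose 3.21-fold (log2 1.68, SE 0.11, adjusted p = 5.99e-04). The deepest falls were in YOR387C (log2 −3.26, SE 0.73, adjusted p = 0.0448) and its near-identical paralog VEL1 (log2 −2.67, SE 0.56, adjusted p = 0.0387), and in HPF1, a haze-protective wall mannoprotein, which was 4.04-fold lower (log2 −2.01, SE 0.10, adjusted p = 1.65e-04). AQY2, an aquaporin gene, fell by 1.37 on the log2 scale, and the adjacent aquaporin fragment YLL053C fell by 1.16.

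In all, 349 of the 5498 probe sets passed the threshold, 209 higher and 140 lower. The changes were small: the median size of the 349 was 0.38 on the log2 scale, 32 rose at least 2-fold and 6 fell at least 2-fold. Without FLO11 replicate 2 or 3 the totals were 162 and 149, and without wild type replicate 1, 2 or 3 they were 165, 96 and 217. With the wild types of both sets the total was 109, and with all probe sets of the array tested it was 112, of which 90 were higher. Among the largest rises were also MLS1 (1.69), PHO84 (1.67), PIR3 (1.54), ICL1 (1.48), SPG4 (1.47) and SFC1 (1.45), and among the largest falls YOL131W (−1.27), ADH4 (−0.95), IZH4 (−0.80), YDL241W (−0.74), YGR121W-A (−0.73), PRM9 (−0.72) and VBA3 (−0.71), the last read from a probe set shared with relatives. Without wild type replicate 2 the calls of MLS1 (1.68), PHO84 (1.63), YOL131W (−1.22), YDL241W (−0.65), YGR121W-A (−0.80), VBA3 (−0.68), ADH4 (−0.85), PIR3 (1.56), VEL1 (−2.52) and YOR387C (−3.09) ended. Without wild type replicate 1 those of PIR3 (1.46), ADH4 (−0.94), YGR121W-A (−0.63), VEL1 (−2.49) and YOR387C (−3.18) ended, and without wild type replicate 3 those of PIR3 (1.59), ADH4 (−1.05), YGR121W-A (−0.76), VBA3 (−0.66) and YOR387C (−3.52). Without FLO11 replicate 1, ADH4 (−0.94), VEL1 (−2.82) and YOR387C (−3.47) missed the threshold. Without FLO11 replicate 2 it was PIR3 (1.67), ADH4 (−0.73), YGR121W-A (−0.74) and VBA3 (−0.68), and without FLO11 replicate 3 YGR121W-A (−0.60) and VBA3 (−0.62).

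Gene groups fixed in advance gave the clearest picture of these rises. Gluconeogenesis and glyoxylate cycle genes, which let cells build sugar from ethanol or acetate, rose with a median log2 difference of 1.14: 7 of 11 rose, none fell, and 9 rose when adjusted over the list alone (camera adjusted p = 6.33e-10, and adjusted p = 0.135 with an estimated correlation). ADH2, MLS1 (1.69), ICL1 (1.48) and SFC1 (1.45) changed most, though the MLS1 call ended without wild type replicate 2 (1.68). General stress and storage carbohydrate genes rose with a median of 0.70: 8 of 17 rose, none fell, and 14 rose when adjusted over the list alone (camera adjusted p = 5.18e-12, and adjusted p = 0.216 with an estimated correlation). HSP12 (2.11) and DDR2 (1.10), a DNA damage and stress gene, were among them. GPH1 missed the threshold without FLO11 replicate 2 or 3 (1.21 and 1.11) or wild type replicate 1 or 2 (1.16 and 1.25). YGP1 missed it without FLO11 replicate 2 or 3 (1.05 and 1.12) or wild type replicate 2 (1.25). Of the chaperones, 7 of 20 rose, none fell, and 9 rose when adjusted over the list alone, with a median of 0.12 (camera adjusted p = 4.72e-06, and adjusted p = 0.384 with an estimated correlation). HSP26, a small heat shock protein gene, rose by 1.25. Of the 7, SSA4 (0.94), HSP78 (0.62) and HSP82 (0.59) missed the threshold without wild type replicate 2, and 1 or more of these 3 did without each other array except wild type replicate 3. Respiratory chain genes (0 of 29 past the threshold with limma, 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.483) and tricarboxylic acid cycle genes (0 of 14 with limma, 3 higher unadjusted, camera adjusted p = 0.0593, but 0.0136 without FLO11 replicate 1 and 0.0385 without wild type replicate 3) did not pass, and neither did glycolysis and fermentation genes (0 of 15 with limma, 0 unadjusted, camera adjusted p = 0.483). Of the peroxisome and fatty acid oxidation genes, 1 rose (CRC1, a carnitine transporter, 0.67) and 1 fell (PXA1, −0.27, a call lost with any of the 6 arrays left out, at −0.29 to −0.23), against 3 and 2 when adjusted over the list alone (camera adjusted p = 0.483).

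Lists of amino acid, sulfur, nitrogen and vitamin genes were examined next, and none of them passed camera with an estimated correlation. Branched-chain amino acid synthesis genes rose with a median of 0.33: 7 of 10 rose, none fell, and 8 rose when adjusted over the list alone (camera adjusted p = 8.20e-09, and adjusted p = 0.135 with an estimated correlation), with OAC1, a mitochondrial carrier gene, at 0.64 and LEU1 at 0.47. Among the 7, LEU4 missed the threshold with any array left out (0.29 to 0.38). LEU9 missed it without FLO11 replicate 3 or any 1 wild type replicate (0.33 to 0.39). LEU2, a leucine synthesis gene outside the list that served as plasmid marker, fell by 0.24 (SE 0.04, limma adjusted p = 0.0185). Sulfur and methionine genes rose with a median of 0.21: 4 of 24 rose, none fell, and 13 rose when adjusted over the list alone (camera adjusted p = 1.16e-08, and adjusted p = 0.135 with an estimated correlation), led by SUL1, a sulfate permease (1.02), and SAM3 (0.43). Nitrogen catabolite repressed genes, which serve poor nitrogen sources, rose with a median of 0.19: 8 of 17 rose, none fell, and 11 rose when adjusted over the list alone (camera adjusted p = 7.89e-08, and adjusted p = 0.135 with an estimated correlation). DAL80 (1.12), DAL5 (1.09), DAL7 (0.74) and the amino acid permease GAP1 (0.44) rose. Thiamine and pyridoxine genes rose with a median of 0.37: 6 of 13 rose, none fell, and 7 rose and 1 fell when adjusted over the list alone (camera adjusted p = 5.71e-04, and adjusted p = 0.135 with an estimated correlation), with SNO1 at 0.74 and SNZ1 at 0.60. Ehrlich pathway genes, which turn amino acids into fusel alcohols, rose: 3 of 9 rose and 1 fell, against 5 and 1 when adjusted over the list alone (median 0.21, camera adjusted p = 0.00288, and adjusted p = 0.135 with an estimated correlation), with PDC5 (1.74) and BAT2 (0.47) up. That list holds genes the study picked and is not independent evidence. PDC6, also among the 3, missed the threshold with any array but FLO11 replicate 1 left out (0.30 to 0.39). Arginine, lysine, histidine and tryptophan genes passed camera with a median of 0.06 (adjusted p = 0.0339, and adjusted p = 0.470 with an estimated correlation), although 0 of 19 passed in limma, 1 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. The camera call was lost without FLO11 replicate 1 (adjusted p = 0.0760), wild type replicate 1 (0.110) or wild type replicate 3 (0.0608).

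Transporter and regulon lists were mixed. Of the hexose transporters, which the study picked in part so that their count is not independent evidence, 3 of 15 rose and 1 fell, against 4 and 1 when adjusted over the list alone (camera adjusted p = 0.0593, but 0.0194 without FLO11 replicate 3 and 0.0149 without wild type replicate 3). HXT7, a high-affinity transporter read from a shared probe set, rose by 1.11, HXT5 by 0.71 and HXT2 by 0.42, and HXT11 fell by 0.59. Without wild type replicate 2 these 4 stood at 1.07, 0.72, 0.36 and −0.61 and missed the threshold. HXT2 also missed it without FLO11 replicate 1 (0.36) or 3 (0.38) and wild type replicate 1 (0.47) or 3 (0.42), HXT11 without FLO11 replicate 1 (−0.65) and wild type replicate 1 (−0.57) or 3 (−0.60), and HXT5 without wild type replicate 1 (0.67). HXT4 was not past the threshold at 0.54, except without wild type replicate 3 (0.66). In the phosphate list, 2 of 14 rose, none fell, and 3 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0593, but 0.0380 without FLO11 replicate 2 and 0.0358 without FLO11 replicate 3). The 2 were PHO84, the high-affinity phosphate transporter, which without wild type replicate 2 was at 1.63 and no longer past, and VTC3 (0.29), whose call any array left out ended (0.24 to 0.33). Ergosterol synthesis genes fell with a median of −0.08, although only ERG4 of 22 fell singly, over all probe sets and when adjusted over the list alone (camera adjusted p = 0.00240, and adjusted p = 0.135 with an estimated correlation). ERG4 was at −0.22, and any array but FLO11 replicate 1 left out ended its call (−0.24 to −0.20). In the hypoxic list, 1 of 12 rose (SUT1, 0.60) and 1 fell (AAC3, −0.47), against 3 and 2 when adjusted over the list alone. Its median was −0.03 and its mean 0.04, with camera directed upward (adjusted p = 0.914), and AAC3 was past the threshold only with all arrays or without wild type replicate 1 (otherwise −0.50 to −0.39). In the iron regulon, 0 of 18 passed in limma, 2 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The median was 0.03, the mean −0.01 and the camera direction upward (adjusted p = 0.714). Ribosome biogenesis genes (0 of 27 with limma, 0 unadjusted, median −0.04, camera adjusted p = 0.523, but 0.0349 without FLO11 replicate 1) and ribosomal protein genes (0 of 128 with limma, 2 lower unadjusted, camera adjusted p = 0.645) did not pass.

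In the cell wall and adhesion lists most members were not past the threshold. Of 4 measured flocculin genes, FLO11 was the only one past the threshold, also when adjusted over the list alone (median 0.00, camera adjusted p = 0.123), and the list was picked by the study and is not independent evidence. The other flocculin genes and FLO8 lay near 0: FLO1 at 0.01 and FLO10 at 0.00 were negative after quantile normalization within the 6 arrays (FLO10 also after centring), FLO8 at −0.01 was positive there, and FLO9 was at −0.10. FLO1 lay below background in both groups (4.06 in each), where no fall could be seen. Of the TIR and DAN mannoproteins, a list with the same limit, TIP1 (0.49) and DAN4 (0.38) rose, and 2 rose and 1 fell when adjusted over the list alone. The median was −0.13, the mean 0.01 and the camera direction upward (adjusted p = 0.869), with TIR1 at −0.01, TIR2 at −0.13, TIR3 at −0.25, TIR4 at −0.23 and DAN1 at −0.22, of which TIR3 passed the threshold without wild type replicate 1 (−0.39). DAN4 missed the threshold without wild type replicate 2, at 0.38. Of 13 seripauperin genes, PAU4 (−0.44) and PAU24 (−0.23) fell and none rose, also when adjusted over the list alone (median 0.05, mean −0.01, camera downward, adjusted p = 0.939). PAU4 missed the threshold without wild type replicate 2 (−0.42), and PAU24 with any array left out (−0.26 to −0.19). Of 17 other cell wall protein genes, PIR3 and SPI1 (0.91) rose, and 2 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.475). Of 10 cell wall integrity responders only PIR3 rose, over all probe sets and when adjusted over the list alone (camera adjusted p = 0.374, but 0.0369 without FLO11 replicate 3). Without FLO11 replicate 2, wild type replicate 1 or wild type replicate 2, neither PIR3 (1.67, 1.46 and 1.56) nor SPI1 (0.78, 0.74 and 0.94) passed, nor did PIR3 without wild type replicate 3 (1.59) or SPI1 without FLO11 replicate 3 (0.91).

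Genes that separate daughter cells from mothers fell with a median of −0.15: 3 of 10 fell, none rose, and 5 fell when adjusted over the list alone (camera adjusted p = 0.00384, and adjusted p = 0.216 with an estimated correlation). DSE2 (−0.55), DSE1 (−0.35) and SUN4 (−0.34) were the 3, of which DSE2 missed the threshold without FLO11 replicate 3 (−0.50) and SUN4 without wild type replicate 2 (−0.31). Regulators of filamentous growth passed camera with a median of 0.02 and a mean of 0.13 (adjusted p = 0.0454, and adjusted p = 0.248 with an estimated correlation), a call lost without FLO11 replicate 2 (adjusted p = 0.141) or wild type replicate 3 (0.0778). HMS1, NRG1 and TEC1 of 15 rose and none fell, against 5 and 1 when adjusted over the list alone, and MSS11 was at 0.10 and YAP6 at −0.01, neither past the threshold. HMS1 is a gene the study names, so this count is in part not independent evidence. HMS1 was at 0.51 and NRG1 at 0.39, the latter not past without wild type replicate 2 (0.39), and TEC1 (0.34) held only without FLO11 replicate 3 or with all arrays (otherwise 0.29 to 0.35). Alpha-specific genes rose with a median of 0.26: MF(ALPHA)2, a pheromone precursor gene, rose by 0.52, 1 of 4, with 2 when adjusted over the list alone (camera adjusted p = 0.00288, and adjusted p = 0.216 with an estimated correlation). Haploid-specific genes passed camera with a median of 0.10 (adjusted p = 0.0455, and adjusted p = 0.216 with an estimated correlation), but not without FLO11 replicate 2 (adjusted p = 0.104), wild type replicate 2 (0.0855) or wild type replicate 3 (0.0871). FUS3 (0.23) was the only 1 of 6 to rise, also when adjusted over the list alone, and any array left out ended that call (0.20 to 0.26). In the a-specific list, AGA2 (0.94) alone of 7 rose, against 2 when adjusted over the list alone (camera adjusted p = 0.0593, but 0.0199 without wild type replicate 1), and it missed the threshold without FLO11 replicate 3 (1.01) or wild type replicate 1, 2 or 3 (0.96, 1.04 and 0.82). Of 18 pheromone-induced and mating genes, a list picked in part by the study and not independent evidence, only PRM9 (−0.72) changed, over all probe sets and when adjusted over the list alone (camera adjusted p = 0.374, but 0.0218 without FLO11 replicate 3). Of the other genes the study names, ISF1 (0.69) and NCE103 (0.67) rose, the former not without FLO11 replicate 2 (0.62) or wild type replicate 1 or 2 (0.66 and 0.66). YAL064W-B fell by 0.28, but only with all arrays or without FLO11 replicate 1 (otherwise −0.31 to −0.25). FIG1 (−0.03), FIG2 (0.26), ECM34 (0.31), PRM7 (−0.04), YMR317W (−0.31), YHR213W (−0.35) and YHR213W-A (−0.17) were not past the threshold, except FIG2 without FLO11 replicate 3 (0.37) and YHR213W without FLO11 replicate 1 (−0.60). Over the 31 lists tested, 14 passed camera, 0 passed with an estimated correlation, and 16 passed fry.

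**Figure D2:**
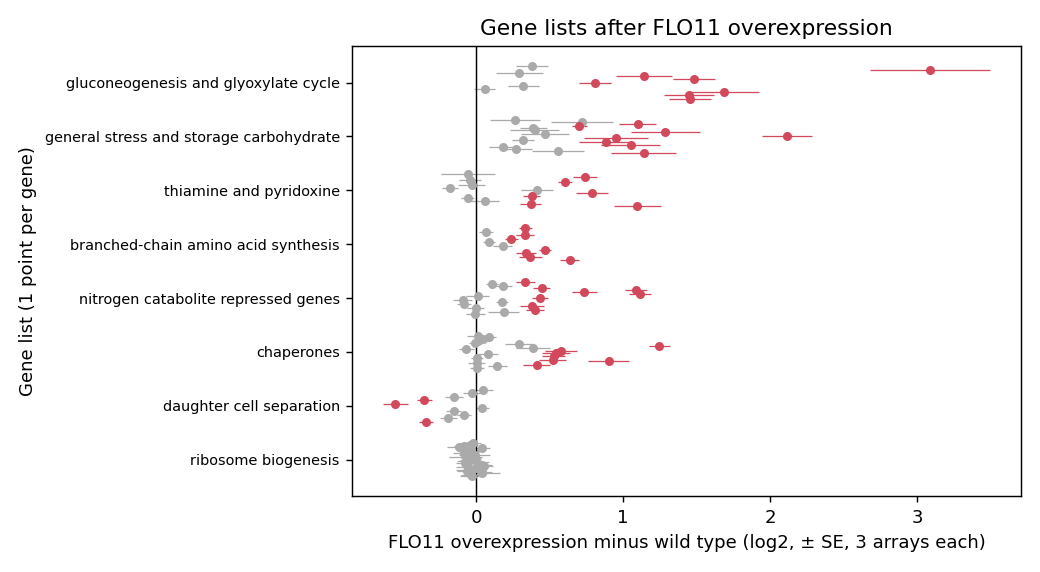
Log2 differences, FLO11 overexpression minus wild type, are plotted with SE for the members of 8 gene lists (3 arrays per group), with red for members past the adjusted p threshold of 0.05 and grey for the others. Most gluconeogenesis (median 1.14) and stress genes (median 0.70) lie to the right of 0, daughter separation genes mostly to the left (median −0.15), and ribosome biogenesis genes around it (median −0.04).

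The second comparison asked which genes respond to extra MSS11 in Σ1278b. Anaerobic wall mannoprotein genes led the response: TIR2 was 23.4-fold higher (log2 4.55), DAN1 15.6-fold (3.96), TIR3 10.1-fold (3.34), TIR4 by 2.29 and TIR1 by 1.17 on the log2 scale, against 16.7-fold for MSS11 itself (4.06). NCA3 was 9.29-fold higher (3.22) and the adhesin genes FLO11 and FLO1 were 6.22-fold and 5.41-fold higher (2.64 and 2.43), with FLO9, read from a probe set shared with its relatives, at 1.29. The wild type signals of FLO1 (3.96) and DAN1 (4.92) lay below and just above the background level of 4.88, so their folds are lower bounds. FLO10 (0.66) and DAN4 (−0.07) stayed under 2-fold. HPF1, lower after FLO11 overexpression, was higher here by 2.77, but by 0.72 against the first wild type. The lowest genes were CTP1, a mitochondrial citrate transporter (−1.88), and LYS9, LYS20 and LYS1 of lysine synthesis (−1.76, −1.42 and −1.36), with BIO5 of biotin uptake at −1.37.

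In all, 52 probe sets were at least 2-fold higher and 15 lower. Between replicates 0 to 7 differed that much, and between the wild types of the 2 sets, which also differed in marker genes, 78 to 94. By list, 3 of 4 flocculins and 5 of 7 TIR and DAN mannoproteins were higher (medians 1.86 and 2.29), lists the study picked on such arrays and so not independent evidence. Of the general stress genes, 4 of 17 were higher and none lower (median 0.52), with HSP12 at 2.10 and YGP1 at 1.69, and all 12 hypoxic genes lay above 0 (median 0.36), ANB1 and PDR11 at least 2-fold (1.97 and 1.82). Among regulators of filamentous growth 3 of 15 were higher (MSS11, MGA1 at 1.37 and HMS1 at 1.34), and among other wall protein genes 3 of 17 (PIR3 at 1.76). Of those regulators, MSS11 is the overexpressed gene and HMS1 a gene the study names, so their count is not independent evidence. In the arginine, lysine, histidine and tryptophan list 4 of 19 were lower. Of 15 hexose transporters, 4 were higher and 1 lower, with HXT4 at 1.63 and HXT2 at 1.01, although the median was −0.03 and the mean 0.19. Other genes the study names were YHR213W (3.08), ISF1 (1.79), ECM34 (1.77), YMR317W (1.67), PRM7 (1.35 at one probe set and 3.05 at the other), YHR213W-A (1.24) and FIG1 (1.07), with NCE103 at 0.73 and AQY2 at −0.46. YAL064W-B, which the study lists as up with extra MSS11 in both strains, was at −0.12 at its own probe set. YIL165C (−1.42), NIT1 (−1.41), RTC2 (−1.35), CIS1 (−1.34) and YOR387C (−1.14) were lower. The medians of the flocculin, mannoprotein, stress and hypoxic lists ranked at percentile 100 of the random lists, a ranking that takes no account of co-regulation. A limma fit with pooled spread called 76 probe sets higher and 26 lower. With the first wild type as control, 76 were higher and 55 lower, 47 of the 67 calls were shared, and BIO5 turned to 0.43. HPF1 (0.72), YIL165C (−0.83), LYS1 (−0.78), LYS20 (−0.72), NIT1 (−0.70), RTC2 (−0.34) and CIS1 (−0.30) were then under 2-fold. YOR387C went from −1.14 to −7.55, because its signal was 13.40 in the first wild type and 6.99 in the second.

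The third comparison set the mss11 deletion against the same wild type array. FLO11 was 7.48-fold lower (log2 −2.90), and HMS1, a regulator of filamentous growth, was lower by a log2 difference of −2.18, YAP6 by −1.42 and TIR3 by −1.37. MSS11 was at −1.35. Of the wall genes that were higher with extra MSS11, TIR1 (−0.07), TIR2 (−0.04) and TIR4 (0.11) differed by less than 2-fold. FLO1 lay below background on both arrays (3.92 and 3.96), where no fall could be seen. Alpha-specific genes were lower on this array (2 of 4 at least 2-fold, median −0.57), namely MF(ALPHA)2 (−1.25) and SAG1 (−1.09), as were 2 of 18 pheromone-induced genes (AGA1 at −1.18 and PRM1 at −1.09, median −0.30). Against the first wild type all of these, MF(ALPHA)2 (−0.94), SAG1 (−0.79), PRM1 (−0.72) and AGA1 (−0.70), were under 2-fold. AQY2 and the adjacent aquaporin fragment YLL053C were higher by 1.69 and 1.52. HSP30, a stress-induced membrane protein gene, was higher by 3.23 and POX1, of fatty acid oxidation, by 1.66, but against the first wild type they were at 0.52 and 0.63.

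In all, 22 probe sets were at least 2-fold higher and 13 lower. YRO2 (1.60), YHR022C (1.59), TDA6 (1.43) and GRE2 (1.41) were among the higher and COS8 (−1.30), ECM34 (−1.25) and YGR109W-A (−1.10, from a shared probe set) among the lower. Filamentous growth regulators were lower in 3 of 15 (HMS1, YAP6 and MSS11, median −0.26). MSS11 is the deleted gene, and HMS1 and YAP6 are genes the study names, so this count is not independent evidence. Of the stress genes, 16 of 17 lay above 0 and 2 at least 2-fold, YGP1 at 1.29 and SOL4 at 1.10 (median 0.39), and 26 of 27 ribosome biogenesis genes lay below 0 (median −0.12, and −0.27 against the first wild type). With the first wild type as control 38 were higher and 44 lower, 17 of the 35 calls were shared, and TDA6 (−0.56), YDR222W (−0.85) and the seripauperin gene PAU14 (1.11, then −0.77) changed sign. YRO2 (0.77) and YGR109W-A (−0.73) were then under 2-fold.

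The fourth comparison asked the same of extra FLO8. FLO8 was 19.8-fold higher (log2 4.31) and FLO11 5.89-fold higher (2.56), while FLO9 (−0.05) and FLO10 (−0.10) lay near 0 and FLO1 was below background on both arrays (3.98 and 3.96). TIR3 (1.87) and TIR2 (1.55) were at least 2-fold higher, DAN1 (0.91) and TIR4 (0.78) less so, and stress genes SSA4 (1.81), YGP1 (1.75) and HSP12 (1.53), the hypoxic gene ANB1 (1.54) and NCA3 (1.51) were higher too. ZPS1, a zinc-regulated surface protein gene, was lowest at −2.67, followed by BIO5 (−1.95), CTP1 (−1.78), BIO3 (−1.77) and LYS9 (−1.48).

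In all, 26 probe sets were at least 2-fold higher and 19 lower. ECM34 (1.49), ISF1 (1.26) and HXT7 (1.01) were higher and HMS1 was at 0.98. NIT1 (−1.44), YJR154W (−1.35), CIS1 (−1.33), AAD10 (−1.29), LYS20 (−1.25), LYS1 (−1.21) and THI4 (−1.20) were lower. Only FLO11 of 4 flocculins was higher (median −0.01, mean 0.61), and 2 of 7 TIR and DAN mannoproteins were (median 0.78), both lists being the study's own picks. Stress genes were higher in 3 of 17 (median 0.36) and hypoxic genes in 2 of 12 (median 0.32). The thiamine list had a median of −0.36 that turned to 0.36 against the first wild type, where THI4 was at 0.37. With that control 41 probe sets were higher and 53 lower, and 21 of the 45 calls were shared. ANB1 (0.97), NCA3 (0.65), YJR154W (−0.99), CTP1 (−0.98), BIO3 (−0.81), NIT1 (−0.72), LYS1 (−0.63), LYS20 (−0.56), AAD10 (−0.37), CIS1 (−0.29) and BIO5 (−0.16) were then under 2-fold.

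The fifth comparison repeated MSS11 overexpression in S288c, a strain that carries a defective FLO8 allele. Flocculin genes led the response: FLO1 was 59.3-fold higher (log2 5.89), FLO11 33.4-fold (5.06), FLO9 by 3.23 and FLO10 by 1.29 on the log2 scale, with YHR213W, a flocculin-like fragment that resembles FLO1, at 5.91. FLO9 was read from a probe set shared with its relatives. The qPCR of the study did not show FLO9 regulated as its arrays did, so the value may be that of FLO1. Wild type signal was above background at FLO1 (6.88), FLO9 (9.85), FLO10 (7.92) and FLO11 (8.03), but below it (4.77) at YHR213W (3.58) and YAL065C (4.12), whose differences are lower bounds. MSS11 was 7.77-fold higher (2.96). TIR2 (3.68), DAN1 (3.34), TIR3 (3.16), TIR1 (3.07), TIR4 (2.12) and NCA3 (3.30) were higher as in the other strain. With 1 array in each group, whether any gene responded differently in the 2 strains cannot be judged from replicates of these groups. Sulfur and methionine genes were higher in 8 of 24 (median 0.61), with MUP3, a methionine permease, at 2.14, SUL2 at 2.05 and MET32 at 1.95. Genes of a cells were lower: 6 of 7 a-specific genes were at least 2-fold lower (median −1.46), with BAR1 at −1.61, AGA2 at −1.55, ASG7 at −1.48, MFA1 at −1.46, STE2 at −1.43 and MFA2 at −1.24.

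In all, 68 probe sets were at least 2-fold higher and 24 lower, or 68 and 17 without a-specific and pheromone-induced genes, an alternative chosen after seeing the data. Higher genes also included YAL065C (3.72), YHR213W-A (3.47), ISF1 (2.53), HXT4 (2.52), PRM7 (2.48), HXT2 (2.19), YMR317W (2.15), ANB1 (1.93), HEM13 (1.91), MDH2 (1.84) and HXT7 (1.31), and lower genes YGR035C (−1.81), THI73 (−1.65), BIO5 (−1.38) and PEX21 (−1.24). FIG1 was at −0.39, FIG2 at −0.67 and YAL064W-B at 0.22. All 4 flocculins (median 4.15), FLO9 by its shared probe set, and 5 of 7 TIR and DAN mannoproteins (median 3.07) were higher, again lists the study picked. Hypoxic genes were higher in 3 of 12 (median 0.29) and hexose transporters in 3 of 15. Of the pheromone-induced genes 1 of 18 was at least 2-fold lower and 16 lay below 0 (median −0.53). Smaller differences ran through whole lists, in both directions: 19 of 19 arginine, lysine, histidine and tryptophan genes (median −0.45), 10 of 10 branched-chain genes (median −0.40) and 17 of 18 iron regulon genes (median −0.35) lay below 0. Above 0 lay 16 of 17 general stress genes (median 0.39), 13 of 14 tricarboxylic acid cycle genes (median 0.23) and 18 of 20 chaperones (median 0.23). A limma fit with pooled spread called 249 probe sets higher and 431 lower here.

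**Figure D3:**
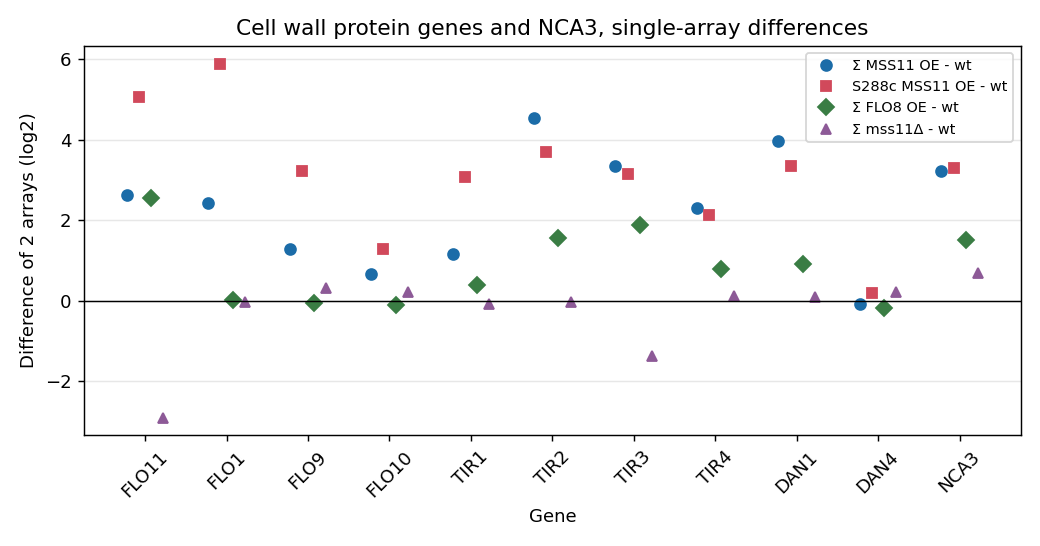
Log2 differences between 2 single arrays are plotted for cell wall protein genes and NCA3, with blue circles for MSS11 overexpression in Σ1278b, red squares for the same in S288c, green diamonds for FLO8 overexpression and purple triangles for the mss11 deletion. FLO1 reached 5.89 in S288c and 2.43 in Σ1278b with extra MSS11 and stayed below background with extra FLO8 (0.02), and in the deletion FLO11 (−2.90) and TIR3 (−1.37) stand apart from 0.

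The sixth comparison set the S288c wild type against the Σ1278b wild type of the same set. The strains differed in 293 probe sets higher and 180 lower in S288c, or 273 and 180 without a-specific and pheromone-induced genes. COS2 (log2 9.16), ASP3-1, a cell wall asparaginase (8.93), and SNO3 (6.41), VTH1 (5.47) and YHL009W-B (5.97), all read from shared probe sets, lay at or below the background level in Σ1278b, as did REE1 (7.71), SGE1 (7.19), ARR1 (6.98) and AIF1 (6.67). EHD3 was higher in S288c by 5.88. LYS2 (−9.78, a bound, since its S288c signal lay below background) and LEU2 (−5.98), marker genes of the strains, were lowest in S288c, followed by YAR068W (−5.49), HMX1, a heme oxygenase gene (−4.62), the cytochrome c gene CYC1 (−3.72), SUE1 (−3.65) and CYB5 (−3.62). FLO11 (−3.60), ZPS1 (−3.32), CTP1 (−3.31), HXT2 (−2.77) and YAP6 (−2.40) were lower in S288c, and FLO1 (2.92) and DAN1 (3.62), at or near background in Σ1278b, were higher.

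By list, 9 of 10 daughter separation genes were higher in S288c (median 1.92), with DSE1 at 3.79 and DSE2 at 3.33. All 7 a-specific genes (median 2.79), with AGA2 at 5.29 and STE2 at 4.28, and 13 of 18 pheromone-induced genes (median 1.29) were also higher. Stress genes were higher in 9 of 17 (median 1.54), seripauperin genes in 5 of 13 and TIR and DAN mannoproteins in 3 of 7. Sulfur genes were lower in 8 of 24 (median −0.55), ergosterol genes in 6 of 22 (median −0.77) and respiratory chain genes in 6 of 29 (median −0.56), with 29 of 29 below 0. Probe sequences can differ between strains and lower a signal without any change in transcript. A limma fit with pooled spread called 1041 higher and 1327 lower. With the first wild type as control the counts were 297 and 236, and 381 of the 473 calls were shared.

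**Figure D4:**
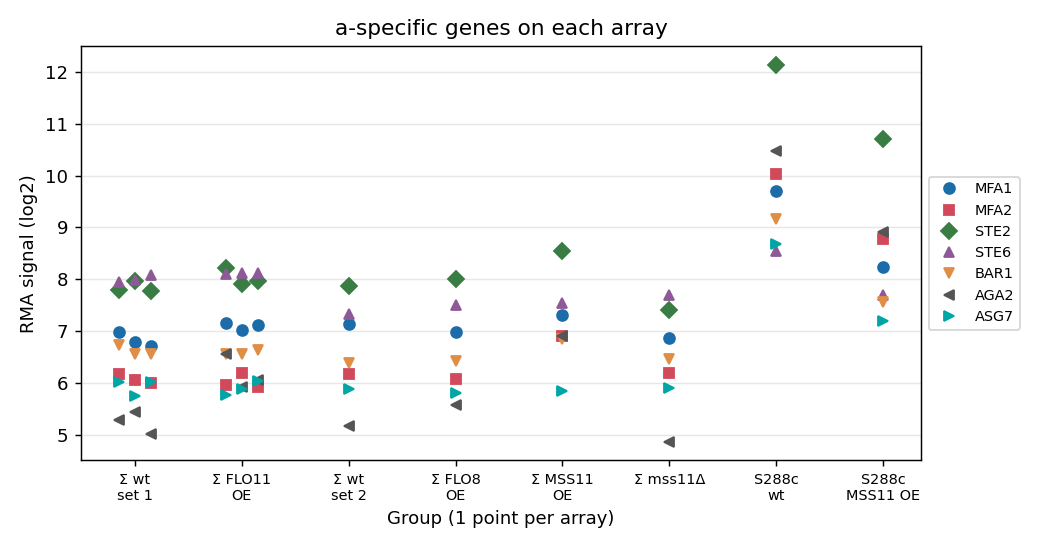
The log2 RMA signal of the a-specific genes MFA1, MFA2, STE2, STE6, BAR1, AGA2 and ASG7 is plotted for every array by group, 1 point per gene and array. Their median was 9.70 in the S288c wild type and 8.24 in S288c with extra MSS11, against 6.38 to 6.90 in the second set of Σ1278b.

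The comparisons shared genes. Of the 209 probe sets that rose after FLO11 overexpression, 24 were at least 2-fold higher with extra MSS11 in Σ1278b, where independent lists would share 1.98, and 2 were lower in both (VEL1 and YOR387C, with 0.382 for independent lists, a pair whose signals were 9.46 and 13.40 in the first wild type but 5.04 and 6.99 in the second, a gap larger than either difference). FLO11, NCA3, HMS1, ISF1, HXT2, HXT7, PIR3, SPI1, HSP12, HSP26, YGP1, DDR2, GPH1 and AGA2 were among the 24, while HPF1 and RTC2 went opposite ways, though against the first wild type both were under 2-fold with extra MSS11 (0.72 and −0.34). Several FLO11 calls among the 24, GPH1 and YGP1 included, ended with 1 array left out. Across probe sets, which are not independent replicates, r was 0.22 and rho 0.08. MSS11 overexpression gave 31 higher probe sets in both strains, where 0.643 would be shared by independent lists. Among them were FLO1, FLO9 (from its shared probe set), FLO11, TIR1, TIR2, TIR3, TIR4, DAN1, NCA3, ISF1, HXT2, HXT4 and ANB1. Another 3 were lower in both (BIO3, BIO5 and LYS20, with 0.0655 for independent lists). None of these 3 was a call in Σ1278b against the first wild type (BIO5 at 0.43, LYS20 at −0.72, and BIO3 with a signal of 10.64 against 10.81). AGA2 alone went opposite ways, and across probe sets r was 0.35 and rho −0.10. FLO11 and FLO8 overexpression shared 15 higher probe sets (0.988 for independent lists) and 2 lower (0.484). MSS11 and FLO8 overexpression, which used 1 wild type array, shared 20 higher and 11 lower (0.246 and 0.0518 for independent lists, 1.17 and 0.930 in simulated unchanged arrays with a shared control). Their differences had r 0.69 and covariance 0.0430 across probe sets, against 0.50 and 0.0119 simulated, and with the first wild type as the control of either one, r was 0.29 or 0.28. They then shared 19 or 16 higher and 5 or 3 lower. The mss11 deletion, against the same wild type, shared 2 higher (SPI1 and YGP1) and 0 lower with MSS11 overexpression, where CIN5, ECM34, FLO11, HMS1, MSS11 and TIR3 went opposite ways (r −0.03). With FLO8 overexpression it shared 3 higher and 0 lower, and 5 went opposite ways.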

Values the study reported

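The study reported 139 genes that changed significantly when FLO11 was overexpressed in Σ1278b. For MSS11 overexpression in S288c it gave 77 genes, of which 57 were up and 20 were down. In Σ1278b it gave 26 genes, of which 24 were up and 2 were down. In the mss11 deletion, 7 genes were reported as lower.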

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

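All tests of explanations in this part were chosen after the result was seen, except the normalization test and the splits of the arrays.

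The log2 differences with extra MSS11 were compared between the 2 strains by a limma interaction over all 12 arrays. Each of its 4 arms was a single array, so its spread came from the replicated groups of the first set. That spread may be too small for lone arrays, since 78 to 94 probe sets differed at least 2-fold between the wild types of the 2 sets against 0 to 7 between replicates, and a limma fit with this pooled spread called 249 higher and 431 lower for MSS11 in S288c. The wild types of the 2 sets also differed in URA3 and LEU2 signal, so their gap is not spread between arrays alone. The values that follow therefore describe these 4 arrays and do not establish a difference between strains. Over all 5498 probe sets 262 passed, 83 with the higher difference in S288c and 179 with the lower one (1284 at an unadjusted p under 0.05). Of 50 named genes, many of them named for large differences in these same comparisons, 25 passed, 14 with the higher difference in S288c and 11 with the lower one. Differences below are S288c minus Σ1278b. Adhesin and wall genes that were higher in both strains, and more so in S288c, were FLO1 (3.46), YHR213W (2.83), FLO11 (2.43), YHR213W-A (2.23), FLO9 (1.94, from its shared probe set) and TIR1 (1.90), while TIR2 was less so (−0.87). FLO1 lay below background in the Σ1278b wild type, which makes 3.46 an upper bound, and YHR213W and YAL065C (3.40) did in the S288c wild type. HXT2 (1.18) was higher in both strains and more so in S288c, and MSS11 itself (−1.10) and HMS1 (−0.82) less so. LYS9 (1.74), CTP1 (1.48), LYS1 (0.75), RTC2 (0.72), YIL165C (0.59) and NIT1 (0.55) were lower with extra MSS11 in Σ1278b and less so in S288c, but against the first wild type the Σ1278b values of RTC2 (−0.34), NIT1 (−0.70) and YIL165C (−0.83) were no lower than those in S288c (−0.64, −0.87 and −0.83). FIG1 (−1.47) and NCE103 (−1.23) were above 0 in Σ1278b and below 0 in S288c. The a-specific genes were at −3.28 for AGA2, −2.11 for STE2, −2.09 for BAR1, −1.97 for MFA2, −1.63 for MFA1 and −1.44 for ASG7. A separate signal came from probe sets without a gene name, of which 3 were higher and 4 lower past the FLO11 threshold.

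The a-specific genes were high in the S288c wild type and lower with extra MSS11, although both S288c cultures also expressed alpha-specific genes (medians 13.38 and 13.50). The Σ1278b arrays had alpha-specific genes high and a-specific genes low, as their labels of mating type α imply, while the strain list of the study gives that parent as mating type a. The same list gives BY4742, its S288c parent, as mating type α. Strain differences at the probes are argued against as the whole cause by the difference between the 2 S288c arrays (median −1.46), which hold the same sequences. The log2 ratio of signal above the Σ1278b level varied little over the 7 genes (SD 0.33), which a minority of cells of the other mating type would give, but so could repression of the whole set by MSS11, so the ratio favours neither. Against repression, the Σ1278b median with extra MSS11 was 0.48, and STE2, STE6 and MFA1, 2.98, 2.44 and 2.24 above background there, showed no fall (0.68, 0.22 and 0.17), but how much of that low signal is their transcript is not known. For the lower level with extra MSS11 both therefore stay open. Repression by extra MSS11 would not account for the high level in the S288c wild type (median 9.70).

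Gluconeogenesis and glyoxylate cycle genes and general stress genes rose after FLO11 overexpression. Both lists passed camera, but not with an estimated correlation (camera adjusted p = 0.135 and 0.216). Centring and renormalization left the median of the gluconeogenesis list at 1.11 or more. The deposited values were already quantile normalized, so repeating this could hardly move the median. Whether normalization contributed is therefore not settled. A later growth stage of the FLO11 cultures may contribute, but the mean difference of HXT1 and HXT3, transporters of high glucose, was 0.0703 and the median of ribosome biogenesis genes −0.04, so neither of the falls it predicts was seen, nor a rise large enough to exclude it. The labels give early stationary phase and the text of the study an earlier phase of growth. No growth measurement came with the arrays, so a response to the adhesin and a shift in growth stage cannot be told apart.

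Branched-chain synthesis genes also rose after FLO11 overexpression, a list that passed camera but not with an estimated correlation (camera adjusted p = 0.135). The median of arginine, lysine, histidine and tryptophan genes plus 2 standard errors was 0.0907, against 0.33 for the branched-chain genes. This argues against general amino acid control as the whole cause, although that standard error may not measure the spread between cultures. Those genes also passed camera upward (adjusted p = 0.0339, and 0.470 with an estimated correlation), so a smaller part is not excluded. Lower expression of the LEU2 plasmid marker is a candidate explanation, as LEU2 fell by 0.24 on the log2 scale. That fall was not past the threshold with replicate number as a block (limma adjusted p = 0.0725). A response to the adhesin itself was not tested and stays open.

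Of the 10 splits of the 6 arrays into 3 and 3, 1 split, the real one, gave as many as 349 probe sets past the threshold, and the highest other split gave 0. With 10 splits there are too few for a share under 0.05.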

How the results depend on the processing

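All alternatives here were planned except the counts without a-specific and pheromone-induced genes, chosen after the result was seen.

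Of the counts of probe sets, lists and overlaps, 90 stayed within 1.5 times the reported value and 51 did not. Named genes of the FLO11 comparison kept their direction and side of the threshold in 1986 recalculations, lost the threshold in 236, gained it in 29 and changed sign in 27. For its lists the numbers were 256, 25, 15 and 13, and for genes of single-array comparisons 1651 stayed within the replicate spread, 431 moved and 9 changed sign. Of the 1986, 152 came from the fit over all 12 arrays, which repeats the main fit because single-array groups add no spread. Another 152 came from 1 probe set per gene, which could hardly change a call. Neither is a check on stability. Higher thresholds and fewer arrays lower a count by construction, and for every other move the cause was not tested. Signal over background limits the single-array values of genes near 4.90.

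After FLO11 overexpression, 60 were lower (148 higher) with replicate number as a block, although the numbers do not pair the arrays (correlations 0.03, −0.12 and −0.27). With the wild type of both sets, 73 were higher and 36 lower, with all probe sets 90 and 22, and with a 2-fold minimum 32 and 6. With 1 array left out, 72 to 185 were higher and 24 to 133 lower. With an estimated correlation, 0 lists passed camera. Signs changed with the wild type of both sets for FLO8 (0.026), FLO10 (−0.0067), YAP6 (0.15) and KDX1 (0.031), with quantile normalization for FLO8 (0.0020), FLO1 (−0.0014) and FLO10 (−0.018), and with centring for FLO10 (−0.0017). With 1 array left out, the ranges were FLO8 −0.039 to 0.038, FLO1 −0.055 to 0.097, FLO9 −0.18 to 0.020, FLO10 −0.11 to 0.087, TIR1 −0.067 to 0.066, FIG1 −0.12 to 0.062, PRM7 −0.15 to 0.032, YAP6 −0.11 to 0.079 and RME1 −0.022 to 0.18. List directions also turned, with camera adjusted p of 0.978 for seripauperins under the block and, with 1 array left out, 0.549 to 0.970 for TIR and DAN mannoproteins, 0.173 to 0.969 for seripauperins, 0.0218 to 0.778 for pheromone genes, 0.205 to 0.975 for the respiratory chain, 0.0349 to 0.798 for ribosome biogenesis, 0.667 to 0.914 for hypoxic genes, 0.197 to 0.837 for iron and 0.257 to 0.912 for ribosomal proteins.

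With pooled spread in limma, 26 were lower with extra MSS11 in Σ1278b, 249 higher and 431 lower in S288c, and 1041 and 1327 between strains. At a log2 threshold of 1.5 the counts higher and lower were 23 and 2 for MSS11 in Σ1278b, 6 and 2 for the deletion, 9 and 4 for FLO8, 36 and 4 for MSS11 in S288c, and 177 and 71 between strains. With the first wild type, 55 were lower for MSS11, and 38 and 44 were called for the deletion and 41 and 53 for FLO8, with 13 lists outside the central range of random lists for the deletion in place of 20. BIO5 (0.43 with MSS11), TDA6 (−0.56), YDR222W (−0.85) and PAU14 (−0.77) in the deletion, THI4 (0.37 with FLO8), and PAU8 (−0.11), PAU14 (−0.50), PHM8 (−0.38) and THI73 (0.96) between strains changed sign.

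FLO11 and MSS11 overexpression shared 0 lower probe sets with the block, and 9 higher and 0 lower at a log2 threshold of 1.5. Between strains MSS11 shared 15 higher and 0 lower at 1.5. With the first wild type as the control of one side, MSS11 and FLO8 shared 5 or 3 lower, MSS11 and the deletion 4 or 1 higher and up to 2 lower, and FLO8 and the deletion 5 or 1 higher and up to 2 lower.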

Other observations

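No tests were run for this part, and its genes and lists were picked out after the result was seen.

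AQY2 and the adjacent aquaporin fragment YLL053C, which may not be independent of each other, fell after FLO11 overexpression (log2 −1.37 and −1.16) and were higher in the mss11 deletion (1.69 and 1.52), in both cases opposite to FLO11 itself. TAT1, an amino acid permease gene, showed the same pair of directions, and so did LEU2, which is the plasmid marker of the first set and the disruption marker of the deletion. In the other comparisons AQY2 was not 2-fold opposite to FLO11. It was at 0.32 with extra FLO8, and at −0.46 and −0.07 with extra MSS11 in Σ1278b and S288c. Between the strains both were lower in S288c (AQY2 at −1.66 and FLO11 at −3.60). CIN5, HMS1 and MF(ALPHA)2 rose after FLO11 overexpression and were at least 2-fold lower in the deletion, although MF(ALPHA)2 was at −0.94 there against the first wild type. LYS9 was at −1.76 with extra MSS11 and −1.48 with extra FLO8 in Σ1278b, and at −1.40 and −1.12 against the first wild type.

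In S288c with extra MSS11, 28 of 29 respiratory chain genes lay above 0 (median 0.21) and 12 of 13 thiamine and pyridoxine genes below 0 (median −0.47). Both medians are smaller than a 2-fold difference and have no replicates.

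The number of probe sets past the threshold after FLO11 overexpression was 349 here, or 112 with all probe sets of the array tested. The former is higher and the latter lower than the value quoted from the study above, which counts genes and not probe sets. The 349 probe sets covered 348 genes, so the unit of counting does not account for the higher number.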
